A study of Mus musculus with 23 samples.

How the data were processed

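RNA sequencing was performed on 23 libraries of C2C12, a mouse myoblast line that proliferates in serum-rich growth medium and fuses into myotubes when serum is lowered. Per the labels, cells were either control (here WT) or Runx1KO, and were harvested in growth medium with 20% fetal bovine serum (day 0) or in differentiation medium with 2% horse serum. Sample titles give days 1, 3 and 6 of differentiation, whereas the series text gives the last time point as day 5; the titles were followed. Each of the 8 groups held 3 libraries except WT in growth medium, of which 2 libraries were analysed here. Total RNA was selected for poly(A) transcripts, per the labels' protocols.

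The authors deposited a pair of gene tables covering all libraries. In the first, the values are estimated counts per gene symbol, deposited as whole numbers. They behave as rounded model estimates rather than tallied reads: 790 entries have a count of 0 with a TPM above 0, and 108 have a count above 0 with a TPM of 0. The second table holds TPM (abundance normalised for transcript length and library depth) computed by the authors from the same genes, with every library summing to the same total. The aligner, the counting tool, the genome build, the annotation and any use of strand are not stated in the labels or in the file headers, so no genomic coordinates are given. All 23 columns of each table were matched to a sample by name, and genes carry only their symbols as identifiers. GENCODE transcripts and the RefSeq gene table for the GRCm38 mouse assemblies served only for GC content, for transcript length and for which genes neighbour each other.

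Of 32793 rows, 12326 had a count of 0 in every library. Filtering with edgeR's filterByExpr (minimum count 10, minimum total count 15) left 14187 genes. Total estimated counts ran from 22197606 to 23684077 per library, so depth differed little between libraries. At these depths 3 counts, taken as the floor, correspond to about 0.13 to 0.14 CPM (counts normalised to the TMM-scaled library size) in the groups where the floor was applied. A fold against a group whose libraries were all at or below the floor was computed against the floor and is given as a lower bound. The bound is not firm where the counts lay close to the floor. Floors cover counting error only, since PCR duplicates were not separated by molecular identifiers.

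The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, applied to the estimated counts (rounded, which changed no value) with TMM scaling and a single group-means model over all 23 libraries, so that the growth-medium WT group shared its spread with the others. The contrasts numbered 13: labelled KO against WT at 4 time points, each later time point against growth medium within each genotype, and the genotype-by-time interaction at 3 time points. P values were adjusted by Benjamini-Hochberg over the 14187 genes within each contrast, with a threshold of 0.05. Log2 fold changes (log2FC) carry a standard error derived from the F statistic. Lists of 30 muscle differentiation genes and 30 cell cycle genes, written before the data were examined, were tested with limma 3.58.1's camera (inter-gene correlation 0.01, two-sided), with adjustment over 8 tests. Log2 CPM values used a prior count of 2.

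Named genes followed a rule fixed before the data were examined. They were Runx1, a list of 10 regulators, and the 3 genes with the most positive and the 3 with the most negative log2FC in each contrast of labelled KO with WT, in each day 6 contrast with growth medium and in the day 6 interaction. These extremes needed an adjusted p under 0.05, a group mean of at least 5 CPM, a symbol that is not a model name and, outside the interaction, non-overlapping groups. Other genes are said to have been chosen after their values were seen. An interferon-response list of 32 genes was written after interferon-response genes had been seen among the extremes.

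The labels number the replicates 1 to 3 in each group, which is where the pairing used in the replicate block comes from; the labels do not say that equal numbers share a culture or a batch. Whether they pair was checked by the mean correlation, over genes, of the deviations of same-numbered libraries from their group means. Alternatives comprised RLE scaling, library size without composition scaling, no filter, a mean count of at least 50, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1), fits on only the groups compared, the replicate block, an adjusted p under 0.01, an absolute log2FC of at least 1, an estimated inter-gene correlation in camera, and omission of each library in turn. An offset for GC content, alone or with the block, was added after the data had been seen. GC content was known for 13265 tested genes (93.5%).

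The procedure was tested on simulated counts for 14187 genes with 200 genes changed at a single time point. Each changed gene had a known absolute log2FC of at least 1, and the simulated spread was the one estimated from the data. The edgeR fit recovered 96.5% of the changed genes, and 2.03% of its calls were false. The GC-offset fit recovered 96.5% with 6.31% false calls, DESeq2 96.5% with 3.98%, and the replicate block 96.5% with 3.02%. These rates hold for large changes in few genes. In the data, 6082 genes differed between genotypes on day 6, with a median absolute log2FC of 0.57. Only 1731 of them reached an absolute log2FC of 1, so the rates do not describe most of the real calls.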

Results

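Poly(A) RNA from control and Runx1KO C2C12 myoblasts was profiled in growth medium (day 0) and after 1, 3 and 6 days in differentiation medium. The 23 libraries formed 8 groups, with 3 libraries each except the growth-medium control group (WT day 0), which had 2. Total estimated counts per library ranged from 22197606 to 23684077, and no gene took more than 2.32% of a library's counts. Replicates were distinct libraries, with chi-square values of 3.36 to 71.5 per degree of freedom between members of a group. Both highest values, 71.5 and 70.9, involved replicate 2 of the day 1 group labelled KO. This library deviated from its replicates with GC content across genes (r = -0.73, with genes not independent replicates). The next highest value, 33.1, was between replicates 2 and 3 of the day 6 WT group. These libraries deviated with log2 transcript length (r = -0.52 and 0.58) and less with GC content (0.32 and -0.29). Replicates 1 and 3 of the day 6 group labelled KO deviated with length at 0.35 and -0.35. No offset for length was fitted. In a principal component analysis the first component held 46.5% of the variance and the second 24.9%.

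The targeted gene was examined first, because a lower level would have backed the genotype labels. Runx1 was not lower in the libraries labelled KO on any day. In growth medium, Runx1 stood at 118, 119 and 122 CPM in the 3 libraries labelled KO and at 84.0 and 83.9 CPM in the 2 WT libraries. On day 1 it was 137, 117 and 138 CPM against 104, 108 and 95.6 CPM. On day 3 it was 249, 199 and 203 CPM against 153, 148 and 145 CPM. On day 6 it was 297, 319.7 and 315 CPM in the libraries labelled KO and 146, 148 and 165 CPM in WT. The group means were 119.8 ± 2.15 (SD, n = 3) against 84.0 ± 0.049 (SD, n = 2) CPM on day 0, and 311 ± 11.8 against 153 ± 10.4 (SD, n = 3 each) on day 6. The level of Runx1 mRNA therefore did not back the label. It does not contradict the label either, since a frameshifting edit may leave the mRNA level unchanged or raised. Every direction below is given for the libraries as they are labelled.

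By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2FC of Runx1 between the libraries labelled KO and WT was 0.51 on day 0 (SE 0.094, adjusted p = 0.000362) and 0.35 on day 1 (SE 0.083, adjusted p = 0.00151). It was 0.54 on day 3 (SE 0.082, adjusted p = 1.09e-05) and 1.02 on day 6 (SE 0.083, adjusted p = 6.11e-10). With the replicate number as a block, the values were 0.51, 0.35, 0.54 and 1.02, with adjusted p = 0.00084, 0.00247, 2.67e-05 and 3.72e-09. The mean correlation of same-numbered libraries' deviations was 0.049, 0.003, 0.017 and -0.094 on days 0, 1, 3 and 6, so equal numbers did not deviate together. The alternative that moved Runx1 most was the block with an offset for GC content, which lowered the day 1 value to 0.23.

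**Figure D1:**
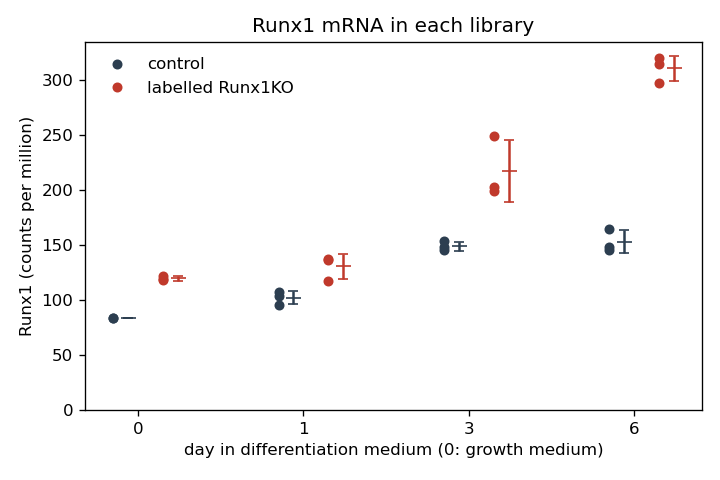
Runx1 CPM (vertical axis) in each library, by day in differentiation medium (horizontal axis, days evenly spaced), with points for libraries and bars for the group mean ± SD. On every day, all libraries labelled Runx1KO lay above all control libraries, with means of 311 against 153 on day 6.

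The series compared genotypes in growth medium and at each time point. Between the libraries labelled KO and WT, 2479 of 14187 tested genes differed on day 0 at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), of which 1044 were higher and 1435 lower in the libraries labelled KO. On day 1, 5981 genes differed (3251 higher, 2730 lower). The counts were 6127 on day 3 (3403 higher, 2724 lower) and 6082 on day 6 (3127 higher, 2955 lower). The rise from day 0 to day 1 depended on the fit over all libraries. With only the groups compared in each fit, 3556, 3651, 7269 and 5816 genes differed on days 0, 1, 3 and 6. When the replicate number was added as a block, 2221, 5833, 6023 and 5959 genes differed, with the pairing check at 0.049, 0.003, 0.017 and -0.094. The requirement that moved these counts most was an absolute log2FC of at least 1, which 793, 1253, 1579 and 1731 of the genes met. Of these, 245, 405, 731 and 944 were higher in the libraries labelled KO, so on days 1 and 3 lower genes were the majority at this size (848 on each day). The share of higher calls also depended on the scaling. On day 0 it was 42.1% with TMM and 29.5% with library size alone, and on day 3 it was 55.5% with TMM and 34.3% on the authors' TPM scale.

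**Figure D2:**
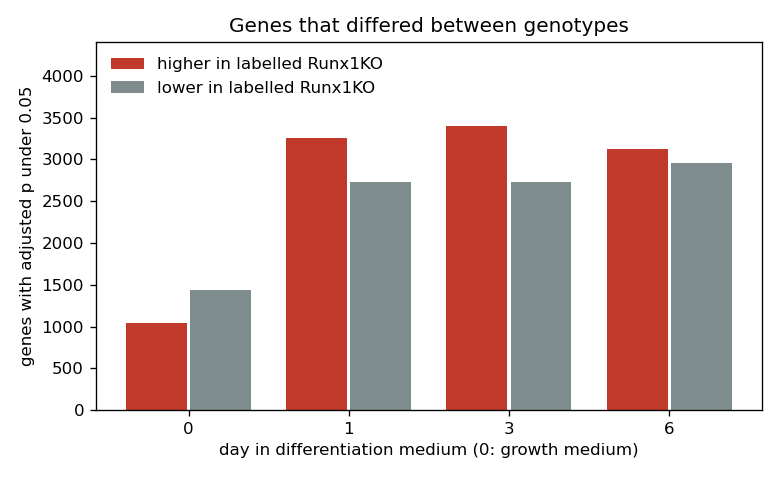
Number of genes with adjusted p under 0.05 (vertical axis, from 0) between libraries labelled Runx1KO and control on each day (horizontal axis), as bars for higher and lower genes. Counts rise from 1044 higher and 1435 lower on day 0 to 3251 and 2730 on day 1, and are 3127 and 2955 on day 6. The rise from day 0 to day 1 depends on the fit over all libraries. Fits of only the groups compared gave 3556 genes on day 0 and 3651 on day 1.

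Many of the differences recurred. In total 1255 genes differed in the same direction on all 4 days, 469 higher and 786 lower in the libraries labelled KO. Under the replicate block the number was 1153, with the pairing check within ±0.1 on each day. Of the 1952 genes that differed on both day 0 and day 1, 1932 had the same direction. Agreement was lower between day 6 and the 2 earliest days, at 1602 of 1771 genes for days 0 and 6 and 2900 of 3296 for days 1 and 6. It was 1735 of 1849 for days 0 and 3, 3894 of 4005 for days 1 and 3, and 3774 of 3901 for days 3 and 6. Across all tested genes, the log2FC of day 0 correlated with that of day 6 at r = 0.53, with genes not independent replicates.

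Among the genes selected by the fixed rule, Rhox5 was higher in the libraries labelled KO on days 0, 1 and 3, with log2FC of 7.98 (SE 0.27), 8.49 (SE 0.25) and 7.99 (SE 0.23). Its mean was 81.1 ± 3.43 CPM (SD, n = 3) in the day 0 libraries labelled KO against 0.314 ± 0.116 CPM (SD, n = 2) in WT. Hs3st1 was at 0 counts in all day 1 and all day 6 libraries labelled KO and at 11.8 ± 0.855 CPM (SD, n = 3) in WT on day 1, at least 87.5-fold lower. It was at least 115-fold lower on day 6. On day 3 it had 0 to 4 counts in the libraries labelled KO and 396 to 431 in WT (log2FC -8.12), too few for the size of the decrease to be well determined. Bnc1 was at least 41.6-fold, 94.3-fold and 94.9-fold lower on days 0, 1 and 6. In growth medium, Unc5c and Ripk3 were at least 55.8-fold and 69.9-fold lower in the libraries labelled KO, and Selp was 17.9-fold higher. On day 1, Scara3 was at least 73.2-fold lower, and Foxd1 and Sfrp1 were 15.2-fold and 12.1-fold higher. The other day 3 decreases selected by the rule were those of Igsf10, also with 0 to 4 counts in the libraries labelled KO, and Cdhr1, at 0.896 against 88.8 CPM (log2FC -6.80 and -6.62). The order of the 3 is not settled by such counts. On day 6 Scara5 was at least 41.8-fold lower. Each adjusted p of these genes was at most 2.23e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

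Interferon-response genes were among the 3 largest increases on days 3 and 6. Cmpk2 and Rsad2 were at least 43.8-fold and 83.9-fold higher in the libraries labelled KO on day 3. Cmpk2 and Rsad2 were already higher at low levels on day 0 (log2FC 2.21 and 3.91, adjusted p = 0.00732 and 0.00162, with at most 22 counts in any library) and on day 1 (4.38 and 3.21, adjusted p = 2.45e-07 and 7.74e-06). Most of the interferon-response list did not share this. Of its 32 genes, 2 passed the threshold as higher and 8 as lower on day 0, and 4 and 11 on day 1. On day 6, Oas2 reached 57.8 ± 5.50 CPM (SD, n = 3) in the libraries labelled KO with at most 1 count in any WT library, at least 435-fold higher, and Cmpk2 was at least 148-fold higher. Oas1g was at least 94.4-fold higher, but its reads may be split among close paralogs and its level is uncertain. Npcd was at least 175-fold higher on day 0, with 0 counts in both WT libraries, and is also uncertain. It overlaps Nptxr and Cbx6, and its counts ran from 0 to 725 among the 3 libraries labelled KO on day 1.

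The fixed list of regulators held smaller differences. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Myf5 was lower in the libraries labelled KO on day 0 (log2FC -1.43, SE 0.085, adjusted p = 1.34e-11) and day 1 (-0.89, SE 0.073, adjusted p = 1.65e-09). Its day 3 difference, -0.10 (SE 0.072), did not pass the threshold (adjusted p = 0.261) but did with the GC offset (-0.20), and on day 6 the log2FC was -0.34 (adjusted p = 0.000692). Myog had at most 4 counts in any day 0 library, too few for a difference to be well determined at this depth. On that day Myog did not pass the threshold (adjusted p = 0.626) but did with log2(TPM + 0.1) (1.04). It was higher in the libraries labelled KO on days 1, 3 and 6, with log2FC of 1.59 (SE 0.28), 1.55 (SE 0.25) and 2.61 (SE 0.26), and with means of 909 ± 100.5 against 149 ± 16.7 CPM (SD, n = 3 each) on day 6. Pax7 was lower on day 1 (-0.52) and day 6 (-0.73). Its day 0 value of -0.36 did not pass the threshold (adjusted p = 0.0576) but did with the replicate block (-0.35, adjusted p = 0.0371) and in 5 other alternatives, and its day 3 value of -0.24 (adjusted p = 0.0931) passed in 6, DESeq2 among them. Myod1 differed on day 3 (0.56, adjusted p = 0.00368) and did not pass the threshold on the other days (0.28, SE 0.16, on day 0; -0.25, SE 0.15, on day 1; 0.29, SE 0.15, on day 6). It passed on day 0 in 3 alternatives and on day 6 in 4, the GC offset among them on both days. For day 1 it passed when replicate 1 of the libraries labelled KO was left out (-0.39). On day 1 it stood at 133 CPM in replicate 2 of the libraries labelled KO, the library that deviated with GC content, against 254 and 252 CPM in the others. Cbfb was higher on days 1, 3 and 6 by 0.32, 0.33 and 0.31 (adjusted p = 0.00931, 0.00833 and 0.0116). On day 1, however, replicate 2 of the libraries labelled KO stood at 146 CPM against 100.2 and 104 CPM in the others. The day 1 value fell to 0.10 and lost significance with the GC offset. All 3 calls were lost with log2(TPM + 1) (0.26, 0.17 and 0.18) and with log2(TPM + 0.1) (0.26, 0.18 and 0.19). The day 6 call was also lost with library size only (0.24) and without WT replicate 2 of that day (0.26). Runx2 was higher on days 1 and 3 (0.32 and 0.19). Its day 1 call was lost with log2(TPM + 1) and log2(TPM + 0.1) (0.15 and 0.16), and its day 3 call in 14 alternatives. Runx3 was lower on day 1 (-0.46), a call lost with only the groups compared in the fit (-0.48). Its level in replicate 2 of the day 1 libraries labelled KO was 39.4 CPM, against 67.4 and 62.2 CPM in the others. Its day 3 value of -0.28 (adjusted p = 0.0589) passed in 11 alternatives. Ets1 was lower on days 3 and 6 (-0.26 and -0.39), but the day 3 call was lost in 5 of the fits that left out a library. Ets2 was higher on day 1 (0.45) and day 3 (0.21). The day 3 call was lost in 6 alternatives, and its direction on days 0 and 6 changed with the scaling.

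The muscle differentiation list asked whether genes of the myotube programme differed between genotypes. Its median log2FC between the libraries labelled KO and WT was 0.58, 1.43, 1.45 and 2.45 on days 0, 1, 3 and 6. In camera with Benjamini-Hochberg adjustment over 8 tests, the adjusted p values were 0.0365, 2.17e-07, 2.32e-14 and 4.63e-30. With the replicate block, the medians were 0.56, 1.44, 1.45 and 2.46, and the adjusted p values 0.0405, 1.2e-07, 9.65e-15 and 6.57e-31, with the pairing check at 0.049, 0.003, 0.017 and -0.094. On day 0, 10 of the 30 genes were at or below 3 counts in all libraries, so the day 0 median rests on few counts. On day 6, 29 of the 30 genes were higher in the libraries labelled KO, 28 of them at an adjusted p under 0.05 over all genes and 29 with adjustment over the list. The alternative that moved the test most was an inter-gene correlation estimated from the list. With it the adjusted p became 0.591, 0.160, 0.0512 and 0.0159, so only day 6 passed the threshold.

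The cell cycle list asked the same of proliferation genes. Its median log2FC was 0.07, 0.82, 0.94 and 0.41 on days 0, 1, 3 and 6, with camera adjusted p values of 0.287, 1.04e-20, 3.36e-22 and 0.0456. With the replicate block the medians were 0.06, 0.82, 0.94 and 0.41, with adjusted p values of 0.314, 1.38e-20, 5.92e-22 and 0.0428 and the same pairing check. On days 1 and 3, 29 of the 30 genes were higher in the libraries labelled KO. The mean log2 CPM of the list was 7.29, 5.67, 5.85 and 5.23 in WT and 7.33, 6.47, 6.76 and 5.48 in the libraries labelled KO on days 0, 1, 3 and 6. In both genotypes it fell by day 6 but stood slightly higher on day 3 than on day 1. With the estimated inter-gene correlation the adjusted p was 0.0206 on days 1 and 3 and 0.591 on day 6.

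**Figure D3:**
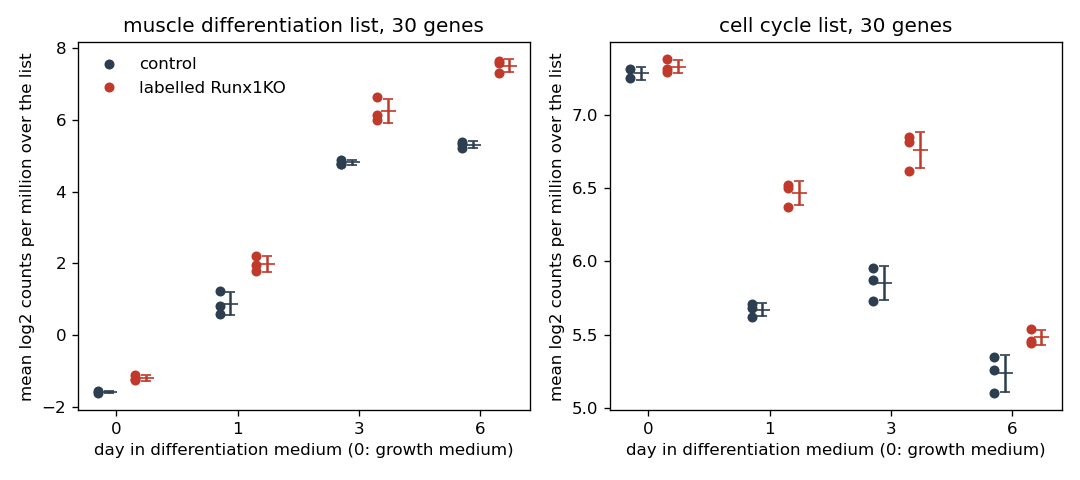
Mean log2 CPM over the 30 genes of each list (vertical axes, which do not start at 0) in each library, by day (horizontal axes, days evenly spaced), with points for libraries and bars for the group mean ± SD. The muscle list rises to 7.50 in the libraries labelled Runx1KO and 5.30 in control on day 6, and the cell cycle list on day 3 stands at 6.76 against 5.85.

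The series also compared each time point with growth medium. In WT, 7760, 8256 and 9029 genes differed from day 0 on days 1, 3 and 6 (edgeR quasi-likelihood test, adjusted p under 0.05). In the libraries labelled KO the counts were 7423, 8169 and 9937. Under the replicate block they were 7613, 8123 and 8900 in WT and 7280, 8080 and 9861 in the libraries labelled KO. The pairing check against day 0 was -0.014, 0.001 and 0.043 in WT and -0.005, 0.009 and -0.004 in the libraries labelled KO. An absolute log2FC of at least 1 was met on day 6 by 3614 genes in WT and 4136 in the libraries labelled KO. Of the 7772 genes that changed by day 6 in both, 7618 changed in the same direction.

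In WT, the genes with the largest day 6 increases were Mybph, Tnnc2 and Myog, at least 1169-fold, 221-fold and 1073-fold above growth medium. Id3, Hhip and Gsta1 decreased most, by 53.5-fold, 27.3-fold and 22.4-fold. In the libraries labelled KO, Ckm, Mb and Trim72 rose at least 3004-fold, 1616-fold and 1526-fold, and Ngfr, Prl2c2 and Gsta1 fell 84.3-fold, 80.1-fold and 63.8-fold. Each adjusted p was at most 4.37e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gsta1 and Prl2c2 belong to families of close paralogs, and their levels are uncertain. Ckm, Mb and Trim72 had 0 counts in every growth-medium library labelled KO, so their order above other muscle genes is not well determined. Mybph, Tnnc2 and Myog rose in the libraries labelled KO too, from 0.108, 0.108 and 0.138 CPM to 899, 201 and 909 CPM. The lists of increases therefore do not show that different muscle genes led in each genotype.

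Whether the change since growth medium differed between genotypes was tested as an interaction. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 560 genes passed on day 1 (374 with a higher change in the libraries labelled KO), 1519 on day 3 (943) and 1839 on day 6 (1070). With the replicate block, 441, 1416 and 1699 genes passed. The pairing check of the groups involved lay between -0.094 and 0.049. The day 1 count was the least stable, at 229 when only the 4 groups concerned entered the fit. At unadjusted p under 0.05, 2559, 3286 and 3537 genes passed.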

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

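The tests of GC content, depth, shared reads, single libraries and constant line differences in this part were chosen only after the results were seen; the splits of the libraries and the test on interferon genes not yet seen were set out beforehand. Every direction refers to the libraries as labelled, since Runx1 mRNA did not settle the genotype labels.

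The change since growth medium differed between genotypes for 560 genes on day 1, 1519 on day 3 and 1839 on day 6, by an interaction test in edgeR. With an offset for GC content the counts were 619, 2058 and 2539, of which 432, 1454 and 1816 were among the genes called without it, so most calls remained. On day 1 the interaction log2FC correlated with GC content across genes at -0.33, a relation that the offset removes by design. The share of higher calls went from 66.8% to 54.3% with the offset, but also to 52.5% with DESeq2 and 51.9% with a mean count of at least 50, so the drop does not point to GC content. The deepest library had 1.07 times the total count of the shallowest, so depth did not account for the counts. The interaction rests on 2 WT libraries in growth medium, and its groups could not be split into other groups of 3. The day 1 count varied most, from 329 to 919 genes when a library was left out. Biological divergence of the genotypes during differentiation is a hypothesis that was not tested apart from differences between the cultures.

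The interferon-response list showed an interaction on days 3 and 6. The median interaction log2FC of its 32 genes was 3.46 on day 3 and 4.88 on day 6, with 32 of 32 genes higher on each day (camera adjusted p = 5.71e-37 and 3.05e-60, and 0.00214 and 0.000678 with an estimated inter-gene correlation). On day 1 the median was 0.03 (adjusted p = 0.865). The medians were 3.46 and 4.89 with the replicate block. Between the libraries labelled KO and WT, the list's median log2FC was -0.41, -0.54, 3.36 and 4.72 on days 0, 1, 3 and 6. From growth medium to day 6 the list rose in WT as well, with a median log2FC of 1.85 against 7.05 in the libraries labelled KO. The list was written because some of its genes had been seen among the extremes, so a test on all 32 genes favours the pattern. The 24 genes not seen beforehand had a median log2FC of 4.28 on day 6 and passed camera in the same fit, so the choice of genes did not produce it. With the GC offset the median was 4.73, but the day 6 contrast had almost no relation with GC content to remove (r = 0.027 across genes). The offset was therefore a weak test here. All 3 day 6 libraries labelled KO lay above every WT library in the list mean, which excludes a single deviant library. The interaction median of 4.88 does not by itself exclude a constant difference between the lines, because many list genes had almost no counts in growth medium. For the 11 list genes with at least 10 counts in every growth-medium library, the median interaction was 3.30, with 11 of 11 higher and past the threshold, so a constant difference did not account for these genes. Of all 32 list genes, 22 had a higher interaction past the threshold on day 6, Cmpk2 among them (6.44, adjusted p = 0.000264). For the genes that did not pass, a constant difference was not excluded. Rsad2, for example, was already higher in growth medium (log2FC 3.91), and its day 6 interaction was 2.95 (adjusted p = 0.333). Of the 4 splits of the 6 day 6 libraries that parted every same-numbered pair, 1, the real one, gave a median as far from 0. The 6 other splits parted 1 pair, and the highest median among all 9 other splits was 1.28. The smallest share this design can give is 0.25 of the comparable splits and 0.1 of all 10, so the count of splits could not reach 0.05 whatever the data. An activated interferon response in the differentiating cultures labelled KO may explain the pattern, as a hypothesis. Whether it follows from the genotype, from the clone or from a culture event shared by the 3 replicates was not tested.

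The genes with the most positive day 6 interaction, named by the fixed rule, all belong to this list. Their log2FC values were 10.63 for Ifit3b, 10.45 for Oas3 and 9.07 for Usp18 (adjusted p = 0.023, 2.79e-05 and 0.0411). In growth medium these genes had at most 4 counts in any library, so the size of each interaction is poorly determined, and Usp18 lost significance when any of 5 libraries was left out. Ifit3b may share reads with its paralog Ifit3. Its coefficient of variation among the day 6 libraries labelled KO was 1.01 times that of the sum of both genes, which does not separate the 2 possibilities.

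The most negative day 6 interactions were those of Npcd (log2FC -14.09), Aoc3 (-5.83) and Stk32b (-4.89), with adjusted p = 0.0107, 2.4e-06 and 2.36e-06. Reads shared with overlapping genes are a candidate explanation for Npcd, which the data do not settle. In the day 1 libraries labelled KO, its coefficient of variation was 9.73 times that of the sum of Npcd, Nptxr and Cbx6, with Npcd counts of 51, 725 and 0 while Nptxr counts were 2634, 961 and 2583. That spread prompted the test, replicate 2 is the GC-deviant library, and a gene with few counts varies more than a sum of well-counted genes. The sum was also not conserved, at 8128, 5948 and 7783 counts. The Npcd difference is uncertain. Stk32b had 547 to 659 counts in day 6 WT libraries against 14 to 28 in those labelled KO, and 7 to 9 in growth medium in both. Aoc3 had 102 to 159 counts against 1 to 3. No technical explanation specific to these 2 genes was tested beyond the GC content and depth tests above.

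The gene lists fixed beforehand differed between time points as well. The median interaction log2FC of the cell cycle list was 0.74 on day 1 and 0.88 on day 3, with 30 of 30 genes higher on each day (camera adjusted p = 1.93e-44 and 7.75e-37, and 0.00165 and 0.00214 with an estimated correlation). That of the muscle differentiation list was 1.34 on day 6, with 24 of 30 genes higher (adjusted p = 0.00017, but 0.389 with an estimated correlation). The muscle list on days 1 and 3 (0.26 and 0.57, adjusted p = 0.865 and 0.308) and the cell cycle list on day 6 (0.37, adjusted p = 0.0596) did not pass. The values that passed were 0.75, 0.88 and 1.35 with the replicate block, and with the GC offset 0.68, 0.82 and 1.35. The 10 muscle genes at or below 3 counts in growth medium limit the last value.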

How the results depend on the processing

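Alternatives with an offset for GC content were chosen after seeing the data. Of 411 values of the 22 main results under the alternatives, 372 kept their direction and their side of the threshold, or stayed within 1.5 times for counts. The causes of the changes below were not tested, except where a value is given.

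An absolute log2FC of at least 1 reduced all counts. For labelled KO against WT it left 793, 1253, 1579 and 1731 genes on days 0, 1, 3 and 6. For WT against growth medium it left 2483, 2828 and 3614, and for the libraries labelled KO 1766, 2507 and 4136, on days 1, 3 and 6. The interactions kept 117, 460 and 606 genes, and 393 genes were shared by all 4 days. An adjusted p under 0.01 left 1443 genes on day 0, interactions of 197, 800 and 1079, and 759 shared genes. With only the groups compared in the fit, 3556 genes differed on day 0 (against 2479) and 3651 on day 1 (against 5981). In the same setting the day 1 and day 3 interactions numbered 229 and 2671 (against 560 and 1519). The day 1 interaction ran from 329 to 919 genes across the 9 fits that each left out a replicate. Leaving out a WT library in growth medium left a single library there, so no counts of genes were made for comparisons with that group.

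The share of higher calls moved with the scaling, and for some results with the filter or the size required. For labelled KO against WT it was 42.1% on day 0 under TMM, and 29.5% with library size only, 31.3% with log2(TPM + 1) and 30.2% with log2(TPM + 0.1). At an absolute log2FC of at least 1 it was 30.9%. On days 1, 3 and 6 it was 54.4%, 55.5% and 51.4% under TMM, 32.3%, 46.3% and 54.5% at an absolute log2FC of at least 1, 43.3%, 34.3% and 34.9% with log2(TPM + 1), and 43.4%, 34.3% and 34.7% with log2(TPM + 0.1). For the shared genes it was 37.4%, against 25.0% with library size only and 22.8% and 23.2% on the TPM scales. For WT over time, 49.6%, 50.1% and 51.2% became 60.6%, 63.8% and 63.5% with log2(TPM + 1) and 61.2%, 64.6% and 63.9% with log2(TPM + 0.1), and for day 1 of the libraries labelled KO, 51.9% became 65.2% and 66.3%. The day 1 interaction went from 66.8% to 52.5% with DESeq2, 54.3% with the GC offset, 56.8% with the block and GC offset, 51.9% with a mean count of at least 50, 57.4% with RLE, 57.3% without a filter, 59.0% with only the groups compared, 47.9% with an absolute log2FC of at least 1, and 51.4% and 54.6% on the TPM scales. The day 3 interaction went from 62.1% to 51.6% with RLE, 51.4% with DESeq2, 52.0% with a mean count of at least 50, 56.5% without a filter, 51.0% with the GC offset, 50.9% with the block and GC offset, and 45.2% and 47.6% on the TPM scales. On the log2(TPM + 0.1) scale the median of all genes moved from 0.04 to -0.11 on day 3 and from 0.05 to 0.20 for WT day 6 against growth medium.

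The muscle list's day 0 median was 0.58 with only the groups compared, 0.60 with the GC offset, 0.58 with the replicate block and GC offset and 0.58 with an estimated inter-gene correlation, and lost significance in each, with adjusted p values between 0.0572 and 0.591 (0.000229 to 0.591 over the alternatives). On the log2(TPM + 1) and log2(TPM + 0.1) scales, where genes with few reads are pulled towards 0, it was 0.026 and 0.14, and the day 1 median of 1.43 was 0.46 and 0.83, all of them still significant. It ran from 0.41 to 1.21 across the 5 fits that each left out a replicate, of which 2, the one at 1.21 among them, left a single WT library in growth medium. Under the estimated correlation the medians of 1.43 and 1.45 on days 1 and 3 lost significance too, at adjusted p of 0.160 and 0.0512, the highest over the alternatives (the lowest were 2.38e-08 and 1.6e-15). The cell cycle list's day 6 median lost significance at 0.34 with library size only, 0.42 with a mean count of at least 50, 0.40 with only the groups compared and 0.41 with the estimated correlation, with a range of 0.31 to 0.51 across 6 fits that each left out a replicate. Its adjusted p ranged from 0.00535 to 0.591.

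Among 82 values of named genes, 58 kept their call and direction in all alternatives. Reversals occurred for 3. Myod1 on day 1 ran from -0.39 to 0.024 across 6 fits that each left out a replicate, and was above 0 without replicate 2 of the libraries labelled KO. Ets2 on day 0 was -0.0063 with library size only, -0.0065 with log2(TPM + 1) and -0.0066 with log2(TPM + 0.1), and on day 6 -0.048 and -0.049 on the TPM scales. Its main values, 0.05 and 0.08, were not significant, and the reversals follow the shift of all genes, whose median went from -0.001 to -0.061 on day 0 with library size only and from 0.004 to -0.097 on day 6 with log2(TPM + 1). In addition, 9 lost significance, 9 gained it and 6 moved in at least 1 alternative, with some counted more than once. Low counts limit Myog on day 0 and the interferon genes in growth medium.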

Other observations

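The tests of Runx1, of the GC-deviant library and of genes that changed in both genotypes were chosen only after the results were seen. Those of the WT time course, of neighbouring genes and of other splits of the libraries were set out beforehand. Directions refer to the libraries as labelled.

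Runx1 mRNA was higher in the libraries labelled KO on all 4 days, with no overlap between genotypes on any of the 4. A single mislabelled library is excluded as the cause, since 0 libraries correlated best with a library of the other genotype on the same day. Scaling did not explain it, since the lowest log2FC over days and scalings was 0.31, nor did GC content, with a lowest value of 0.23 under the offset. A change of effective transcript length was tested from the ratio of count to TPM. The shift of Runx1 between genotypes lay at the 90.7th percentile of genes, short of the top 5% set as the criterion, with a mean absolute log2 shift of 0.052 against a median of 0.004. An exchange of the genotype labels for all libraries would give the same 4 days of non-overlap and cannot be told apart from a knockout that leaves its transcript in place. A frameshifting edit may leave the mRNA level unchanged or raised, and gene counts do not resolve the edited exon.

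Replicate 2 of the day 1 libraries labelled KO deviated from its replicates by a median log2 of 0.42 in the fifth of genes with the lowest GC content and -0.49 in the fifth with the highest. A smooth of GC content explained 53.9% of the variance of its deviation. A different point in the time course did not, with a correlation of -0.025 with the change from day 0 to day 3 in the libraries labelled KO. A library preparation difference is a candidate explanation, and the labels give no batch. The number of genes shared by all 4 days was 1699 without this library against 1255 with it.

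The rise of the muscle list posed the question whether the libraries labelled KO ran ahead along one shared time course. Of the 2306 genes that rose in WT by day 6, with an absolute log2FC of at least 1, only 35.3% were higher in the libraries labelled KO on day 3. Of the 1308 that fell, 17.6% were lower. Genes picked by their change in WT are biased against the other genotype, so genes that changed in both were tested too. Of 1825 genes that rose in both, 39.1% were higher on day 3, and of 1011 that fell in both, 17.3% were lower. Under the RLE, library-size and GC alternatives these last shares lay between 36.7% and 37.8% and between 18.5% and 19.4%. Among genes picked by their change in the libraries labelled KO, which are biased the other way, the day 3 shares were 45.5% and 26.4%. By day 6 the shares were 50.8% and 40.4% for genes that changed in both, and 60.6% and 53.4% for those picked in the libraries labelled KO. Faster passage alone therefore did not account for the day 3 differences. The shares do not settle the pace itself, because differences already present in growth medium were not removed. Of the 1775 genes that differed between genotypes on day 0 and changed in WT by day 6, 620 had the same direction in both. On day 6 the picture depended on how the genes were picked. The muscle list rose further while genes that fall during differentiation, the cell cycle list among them, were higher on day 3. The cell cycle list fell by day 1 in both genotypes and rose slightly from day 1 to day 3 (5.67 to 5.85 in WT), so its course was not a steady exit. A candidate explanation is delayed cell cycle exit alongside a stronger muscle programme, or a mixed culture with fusing and proliferating cells, which bulk libraries cannot separate. The shares of 39.1% and 17.3% bear only on faster passage as the sole cause.

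A chromosomal gain or loss in one of the lines would shift neighbouring genes together. The log2FC on day 0 of tested genes 10 to 30 places apart correlated at a mean of 0.023, above the highest value of 0.0058 among 1000 shuffles of 13157 genes, and above 0.0078 for WT day 6 against growth medium. The other days of labelled KO against WT gave 0.020 to 0.028, and all 6 time contrasts gave 0.0053 to 0.010. The interactions gave 0.018, 0.0057 and 0.010 on days 1, 3 and 6. A fixed copy-number difference cancels in an interaction, so it does not account for the day 1 value. The day 1 interaction also correlated with GC content across genes (r = -0.33), which was not tested as the source of that value. The day 3 and day 6 values lay within the range of the time contrasts, so they do not speak against a fixed difference. With the GC offset the day 0 value was 0.024, but day 0 had almost no relation with GC content to remove (r = -0.012 across genes), so GC content shared by neighbours was not settled by this test. The correlation is small, and regional copy-number or chromatin differences between the lines are a possible explanation that these values do not establish. In addition, 12 genes had at most 3 counts in every library labelled KO and a mean of at least 1 CPM in each WT group, and 0 genes showed the opposite. Ripk3, one of the 12, was at 3.57 to 9.79 CPM in the WT groups. The asymmetry was seen after the fact and not tested.

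Other splits of the same libraries were fitted for each comparison of 3 libraries with 3. For labelled KO against WT on days 1, 3 and 6, and for the libraries labelled KO on days 1, 3 and 6 against growth medium, 1 of the 4 splits that parted all 3 same-numbered pairs, the real one, gave as many genes. The real splits gave 3651, 7269, 5816, 5409, 8745 and 10352 genes in fits of the 6 libraries alone, and the 9 other splits of each gave 0, with 16 to 686 genes at an unadjusted p under 0.05. The 6 splits outside the comparable 4 parted 1 same-numbered pair. For the muscle list, 1 of 4 splits gave a median as far from 0 on each of days 1, 3 and 6, with the highest of the others at 0.81, 0.68 and 0.97. For the cell cycle list it was 1 of 4 on each day, with the others reaching at most 0.37, 0.46 and 0.21. The smallest share this design can give is 0.25 of the 4 comparable splits and 0.1 of all 10, so the share of splits could not reach 0.05 whatever the data.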
